A study of Mus musculus with 8 samples. Its data were reported in "Estrogen-mediated downregulation of HIF-1α signaling in B lymphocytes influences postmenopausal bone loss" (2022).

How the data were processed

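RNA sequencing libraries of magnetically sorted bone marrow B cells from wild-type mice under hypoxia were compared between 4 Vehicle and 4 Estrogen samples. Per the labels, RNA was extracted with Trizol and libraries were prepared with the Illumina TruSeq RNA kit. The authors deposited 1 table of raw read counts per Ensembl gene, with 1 column per library and no normalization. The submitters' processing notes name CASAVA, Bowtie 0.12.2 and the mouse build mm10. The read counter, the annotation release, the strand setting and the treatment of reads that fit several genes are not given in the sources used here. Bowtie of that version does not split reads over exon junctions, and reads shared between near-identical genes can be lost or divided, so paralogs and genes with processed pseudogenes are the least certain. Because strand is not stated, a gene and a gene on the opposite strand that overlaps it cannot be told apart.

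Each column was assigned to its sample by the description in the labels, and each sample to its group by its treatment label. Nothing in the sources says whether libraries of a group came from separate mice or cultures, so p-values measure only the spread between these libraries, which may be technical. Vehicle 3 stood apart from the other Vehicle libraries in sex-linked genes, so these libraries are not all repeats of the same cell sample. The groups share replicate numbers 1 to 4, and a fit with the number as a block was an alternative. The groups, the main test, the gene lists, the rule for named genes and the first set of other settings were fixed before the data were examined.

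Gene symbols and coordinates come from GENCODE mouse release M21 on GRCm38, where 46488 of 46983 identifiers (98.9%) matched. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the groups given, which left 15175 genes holding 99.9% of counts. Libraries were scaled by TMM and fitted with glmQLFit with robust dispersion shrinkage. Estrogen was compared with Vehicle by the quasi-likelihood F-test, two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Group values are means ± SD of TMM-scaled CPM (counts per 1000000 reads) over 4 libraries, and log2 differences are fitted values ± SE with 95% intervals. The biological coefficient of variation was 22.7%. Log2 CPM of lists and correlations used a prior count of 2.

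The lists held 619 distinct symbols in 33 lists for heat shock, HIF-1, estrogen, B cell stages, other marrow cells, stress pathways and sex-linked genes, and 607 symbols were found. The 32 lists with at least 3 tested genes were tested with camera of limma 3.58.1 (preset correlation 0.01, two-sided), adjusted over the 32 lists, and again with an estimated correlation and with fry. The sex-linked list had fewer tested genes and is given as values. Mean log2 CPM per list was also compared by an exact two-sided permutation test over the 8 libraries.

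The text names 15 genes whatever their values (Hspa1a, Hspa1b, Hspa8, Hsp90aa1, Hsp90ab1, Hsf1, Hsf2, Hif1a, Vhl, Egln1, Egln2, Egln3, Tnfsf11, Tnfrsf11b and Esr1). It would name the 10 largest rises and the 10 largest falls among genes past the threshold with a mean of at least 1 CPM. Since fewer than 5 passed in each direction, it names the 5 with the smallest p in each direction, and up to 4 members with the smallest p from each list. Y-linked genes come from the sex-linked list, and Tgm2 and genes of the B lineage were chosen after their values were seen.

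The other settings fixed at that point were DESeq2 1.42.0 size factors or library totals in place of TMM, no low-count filter or a stricter one (1 CPM in 4 libraries), the DESeq2 Wald test, limma-voom with and without sample weights, dispersion shrinkage without the robust option, the replicate block, each library left out in turn and a threshold of 0.1. Added after the data were seen were all 16 fits of 3 libraries against 3, 1 surrogate variable from sva 3.50.0, and the summed count of Hspa1a and Hspa1b. Shared sequence was measured as the share of 50-base windows of a gene's annotated transcripts that also occur in transcripts of other genes. The procedure was tested on simulated counts with 200 changed genes before use, all drawn from genes with a mean of at least 1 CPM. It recovered 8 of 50 genes changed 1.5-fold, 34 of 50 changed 2-fold, 49 of 50 changed 4-fold and 50 of 50 changed 8-fold, with 9 false calls among 14960 genes. A simulated list of 25 genes changed 1.5-fold was called with the preset and with an estimated correlation, and 0 of 20 unchanged lists were called. Simulated genes were drawn independently of each other, so this does not test camera on lists with correlated members. In the real data the estimated correlation of the interferon response list was 0.83. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.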

Results

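Messenger RNA was counted in 8 libraries of B cells that had been sorted magnetically from the bone marrow of wild-type mice and kept under hypoxia. In 4 libraries the cells had received estrogen and in the other 4 the vehicle, and these groups are called Estrogen and Vehicle. The deposited counts summed to 35213263, 39088597, 36499340 and 32484430 reads in Vehicle 1 to 4 and to 30181834, 33880585, 34236361 and 30190875 reads in Estrogen 1 to 4. The totals were 35821408 ± 2747082 reads in Vehicle and 32122414 ± 2240285 reads in Estrogen (mean ± SD, n = 4 each). At these depths 3 reads, taken as the detection floor, correspond to between 0.078 and 0.102 CPM, the reads of a gene per 1000000 reads of the scaled library. Floors and intervals on reads cover counting error only. Of 46983 genes in the table, 26596 had at least 1 read and 15175 were abundant enough to be tested. Log2 CPM correlated at 0.972 to 0.990 between libraries of a group, across genes, which are not independent replicates. No pair of libraries within a group was as close as counting noise, with a chi-square per degree of freedom between 26.2 and 127. Libraries of different groups correlated at 0.961 to 0.991, and 3 such pairs were closer by chi-square than any pair within a group, namely Vehicle 1 with Estrogen 1 (17.8), Vehicle 4 with Estrogen 4 (21.7) and Vehicle 2 with Estrogen 1 (23.4). Vehicle 3 stood apart in sex-linked genes. It held 3540 reads of Ddx3y, 3479 of Eif2s3y, 2022 of Kdm5d and 801 of Uty, all on the Y chromosome, and Xist, the RNA of the inactive X chromosome, was at 2.39 CPM against 470.2 to 1441 CPM in the other 7 libraries. Estrogen 3 held 20, 5, 7 and 2 reads of the same Y-linked genes, Estrogen 2 held 3 of Uty, Estrogen 4 held 1 of Kdm5d, and the remaining libraries held 0.

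The comparison of Estrogen with Vehicle addressed how estrogen acts on B cells under hypoxia, with the HSP70 chaperones and the control of HIF-1α, the oxygen-regulated subunit of the transcription factor HIF-1, as the study's focus. Hspa1a, which encodes a stress-inducible HSP70, was near the detection floor in both groups, at 0.229 ± 0.106 CPM in Vehicle and 0.394 ± 0.165 CPM in Estrogen (mean ± SD, n = 4 each). Its near-identical neighbour Hspa1b was at 2.49 ± 0.769 and 2.66 ± 0.723 CPM. The constitutive Hspa8 and the HSP90 genes Hsp90aa1 and Hsp90ab1 were abundant and had slightly lower means in Estrogen. Hif1a itself was at 106 ± 8.43 CPM in Vehicle and 112 ± 9.01 CPM in Estrogen. None of these differences passed edgeR's quasi-likelihood test.

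Hspa1a (ENSMUSG00000091971, chromosome 17, 34969190 to 34972156, minus strand, GRCm38) was counted with 4, 6, 11 and 11 reads in Vehicle and 10, 9, 12 and 20 reads in Estrogen. Its log2 difference, Estrogen minus Vehicle as everywhere below, was 0.78 ± 0.46 (SE), with a 95% interval from -0.25 to 1.81 and an edgeR adjusted p of 0.860. A 2-fold rise and no change both lie inside that interval. Hspa1b (ENSMUSG00000090877, chromosome 17, 34956436 to 34959238, minus strand) differed by 0.10 ± 0.29 (adjusted p = 0.934). Of the 50-base windows of the Hspa1a transcripts, 58.8% also occur in Hspa1b transcripts, so reads of these 2 genes cannot be assigned with certainty, and Hspa1a overlaps Gm20481 on the opposite strand. Summed as 1 gene, a choice made after the data were seen, both together differed by 0.17 ± 0.27 (95% interval -0.44 to 0.78, edgeR adjusted p = 0.887). Hspa8 (chromosome 9, 40800984 to 40810087) was at 1077 ± 157 CPM in Vehicle and 971 ± 72.3 CPM in Estrogen, a log2 difference of -0.15 ± 0.13. Hsp90aa1 (chromosome 12, 110690605 to 110702728) and Hsp90ab1 (chromosome 17, 45567775 to 45573271) differed by -0.08 ± 0.10 and -0.09 ± 0.11. Hspa8 and Hsp90aa1 share 39.4% and 47.5% of their windows with other genes, so their levels are uncertain too. The heat shock factor genes Hsf1 (58.7 ± 8.09 and 61.4 ± 3.94 CPM) and Hsf2 (10.6 ± 0.923 and 11.3 ± 0.514 CPM) differed by 0.06 ± 0.11 and 0.09 ± 0.12.

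**Figure D1:**
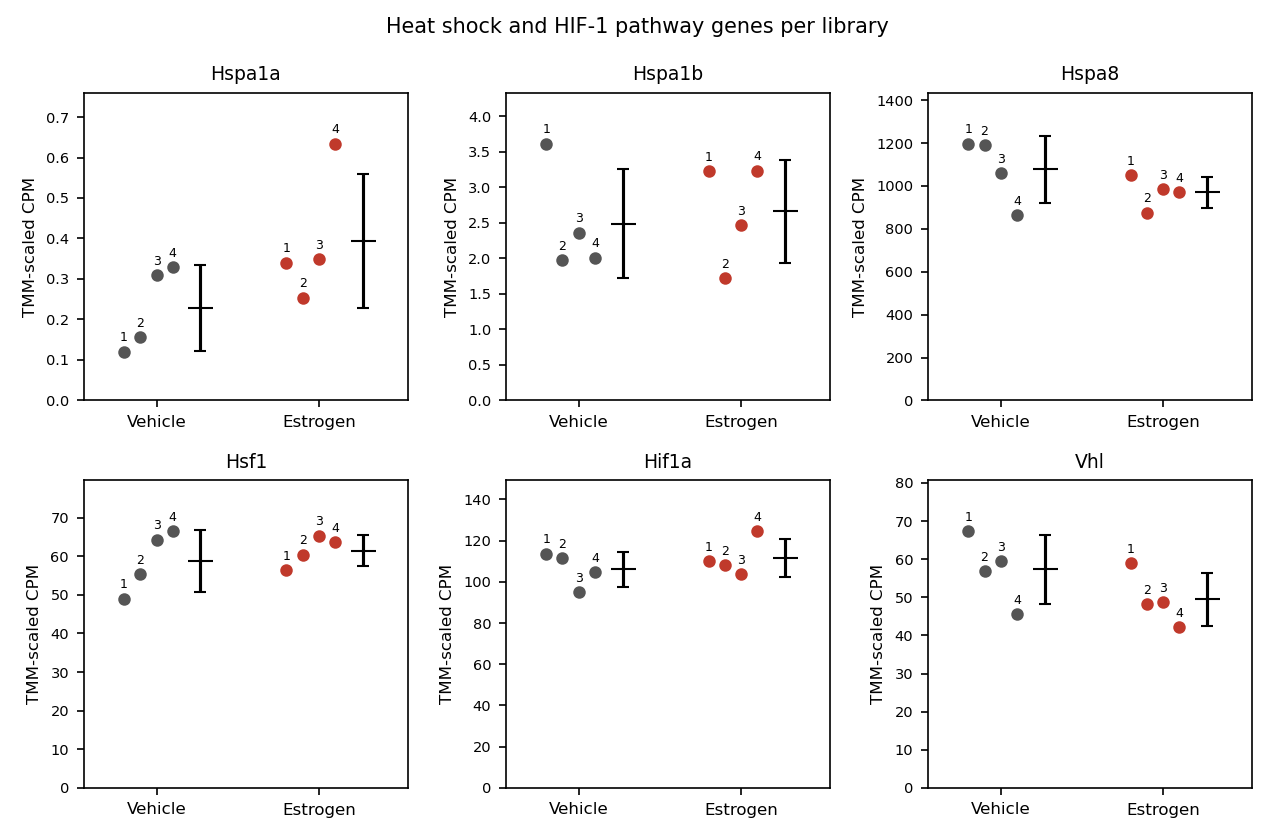
TMM-scaled CPM (y axes, each starting at 0) of Hspa1a, Hspa1b, Hspa8, Hsf1, Hif1a and Vhl in each library, with Vehicle in grey, Estrogen in red and replicate numbers beside the points. Horizontal bars are group means and vertical bars ± 1 SD (n = 4 each), and the groups overlap in all 6 genes, with Hspa1a between 0.12 and 0.330 CPM in Vehicle and between 0.254 and 0.634 CPM in Estrogen.

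No gene named here that encodes or controls HIF-1α passed the test. Hif1a (ENSMUSG00000021109, chromosome 12, 73901375 to 73947530) differed by 0.07 ± 0.09, and its 95% interval, -0.13 to 0.28, excludes a 2-fold change in either direction (edgeR adjusted p = 0.869). Vhl, which marks hydroxylated HIF-1α for degradation, was at 57.3 ± 9.02 CPM in Vehicle and 49.5 ± 6.99 CPM in Estrogen, a difference of -0.21 ± 0.14. Of the prolyl hydroxylase genes, Egln1 was at 53 ± 3.92 and 57.6 ± 6.52 CPM and Egln2 at 125 ± 14.2 and 118 ± 7.72 CPM. Egln3 was at 9.32 ± 2.57 CPM in Vehicle and 14.3 ± 7.08 CPM in Estrogen, with 24.7 CPM in Estrogen 2 (log2 difference 0.62 ± 0.33). The adjusted p ran from 0.860 to 0.872, and the 95% interval of Egln3, -0.11 to 1.36, includes a 2-fold rise. Tnfsf11, which encodes the osteoclast-inducing cytokine RANKL, had 9, 1, 1 and 3 reads in Vehicle and 2, 2, 0 and 0 in Estrogen, too few to test, and a difference was not detectable at this depth. Tnfrsf11b, the gene of its decoy receptor, had 2 reads in Vehicle 2 and 0 in the other 7 libraries, where a count of 0 allows up to 3 reads. The estrogen receptor gene Esr1 was measured at 14.1 ± 3.22 CPM in Vehicle and 15.2 ± 1.70 CPM in Estrogen (n = 4 each).

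Across all genes, the smallest p belonged to Cd8b1, which encodes the CD8 beta chain of T cells (ENSMUSG00000053044, chromosome 6, 71322788 to 71337494, plus strand). It was at 14.4 ± 0.965 CPM in Vehicle and 7.07 ± 0.996 CPM in Estrogen, lower in all 4 Estrogen libraries than in any Vehicle library, with a log2 difference of -1.03 ± 0.14 and an edgeR adjusted p of 0.452. DESeq2 called this gene with an adjusted p of 3.55e-09 and limma-voom with sample weights with 0.0482, while over all 18 alternative settings its adjusted p ran from 3.55e-09 to 1.00. Among the genes with the smallest p and a lower mean in Estrogen were also H2-Ob, an MHC class II accessory gene of B cells (413 ± 58.6 and 277 ± 34.5 CPM), the inflammasome gene Nlrc4 (18.2 ± 1.18 and 13.2 ± 1.10 CPM), Sarnp (43.4 ± 10.6 and 23.9 ± 3.77 CPM) and Gm8325 (8.88 ± 5.01 and 2.54 ± 0.652 CPM). Sarnp overlaps Dnajc14 and shares 37.2% of its windows with other genes, and Gm8325 shares 75.2%, mostly with Ube2v1, so both are uncertain. With a higher mean in Estrogen, the smallest p belonged to the protein disulfide isomerase gene Pdia5 (9.43 ± 1.17 and 15.5 ± 2.49 CPM, log2 difference 0.72 ± 0.15) and to Serpinh1, which encodes the collagen chaperone HSP47 (21.5 ± 3.34 and 36.6 ± 7.51 CPM, log2 difference 0.76 ± 0.17). Itm2c (63.9 ± 3.67 and 84.0 ± 7.81 CPM), Tmem119 (1.62 ± 0.338 and 2.99 ± 0.420 CPM) and Nptxr (0.242 ± 0.0867 and 0.855 ± 0.422 CPM), which overlaps Npcd, followed.

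In edgeR's quasi-likelihood test 0 genes rose and 0 fell at an adjusted p under 0.05, and 0 at 0.1. At an unadjusted p under 0.05 there were 535 genes, 344 higher and 191 lower, where chance alone gives 759. DESeq2 gave 721 such genes with 1 call, limma-voom 500 with 0 calls, and limma-voom with sample weights 2297 with 1 call. The replicate block in edgeR gave 2175 with 1 call. The groups did not overlap in 253 genes, or 1.67% of those tested, against 2.86% by chance. The 95% interval reached 0.40 log2 units to either side in the median gene and under 1 unit in 90.0% of genes. In data simulated from these libraries (14960 genes run), 16% of genes changed by 1.5-fold, 68% of those changed by 2-fold and 98% of those changed by 4-fold were recovered. The changed genes all had a mean of at least 1 CPM, so these shares do not cover lower genes such as Hspa1a. The simulation changed 200 genes at once, and the adjusted threshold is easier to reach when many genes change. These shares therefore do not apply where few genes change. In the real data Cd8b1, with a log2 difference of -1.03, had an edgeR adjusted p of 0.452. Without Vehicle 3, and without both Vehicle 4 and Estrogen 1, 0 genes passed as well.

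Several lists of genes of a pathway or cell type passed a test where no single gene did. The libraries also held RNA of other marrow cells, so a change of a list cannot be placed in B cells alone. In Vehicle and Estrogen, Siglech was at 655 and 1033 CPM, Apoe at 407 and 585 CPM and the neutrophil gene Camp at 306 and 250 CPM. The B lineage gene Ebf1 was at 435 and 415 CPM, while the T cell marker Thy1 was low. Interferon response genes, such as Mx1 and Mx2, fell as a list: 25 of the 26 measured members were lower in Estrogen, with a median log2 difference of -1.01. Mx2 is annotated as a polymorphic pseudogene. Mx1 was at 74.3 ± 28.7 CPM in Vehicle and 39.6 ± 20.9 CPM in Estrogen, Mx2 at 27.8 ± 9.06 and 15.2 ± 7.52 CPM, and Gbp2 at 14.5 ± 7.56 and 7.17 ± 3.32 CPM. Markers of immature and mature B cells also fell as a list (21 of 22 lower, median -0.42), among them the IgE receptor gene Fcer2a (70.4 ± 26.9 and 35.2 ± 7.81 CPM) and the MHC class II gene H2-Eb1 (604 ± 120 and 435 ± 101 CPM). T and NK cell markers fell as well (12 of 14 lower, median -0.81), with Thy1 at 1.46 ± 0.356 and 0.754 ± 0.137 CPM and Trbc2, which shares 44.0% of its windows with Trbc1, at 0.748 ± 0.329 and 0.345 ± 0.0538 CPM. Genes of the unfolded protein response rose as a list (19 of 20 higher, median 0.17), including the endoplasmic reticulum chaperone genes Hyou1 (184 ± 17.5 and 232 ± 20.1 CPM), Dnajc3 (137 ± 7.31 and 167 ± 16.3 CPM) and Sdf2l1 (28.8 ± 2.23 and 35.5 ± 3.23 CPM). These 4 lists passed limma's camera test with a preset correlation between genes, with adjusted p of 9.8e-17, 2.58e-11, 1.03e-08 and 7.75e-06. With an estimated correlation none passed (adjusted p = 0.469, 0.469, 0.284 and 0.284). Exact two-sided permutation tests of the list means, 4 libraries against 4, gave p = 0.143, 0.114, 0.0571 and 0.0571, where the smallest possible is 0.0286. No member passed over all genes tested, and adjusted over the list alone Cd8b1 (adjusted p = 0.000417) and Thy1 (0.0494) passed among the T and NK cell markers, and 0 in the other 3 lists. The interferon median was -0.66 without Vehicle 2, and with 1 surrogate variable, added after the data were seen, it was -0.58 and that of the B cell markers -0.20. In the same comparison all 12 genes of a general B lineage list, written after the data were seen, had a lower fitted value (median -0.20), and monocyte and macrophage markers were higher (median 0.44).

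**Figure D2:**
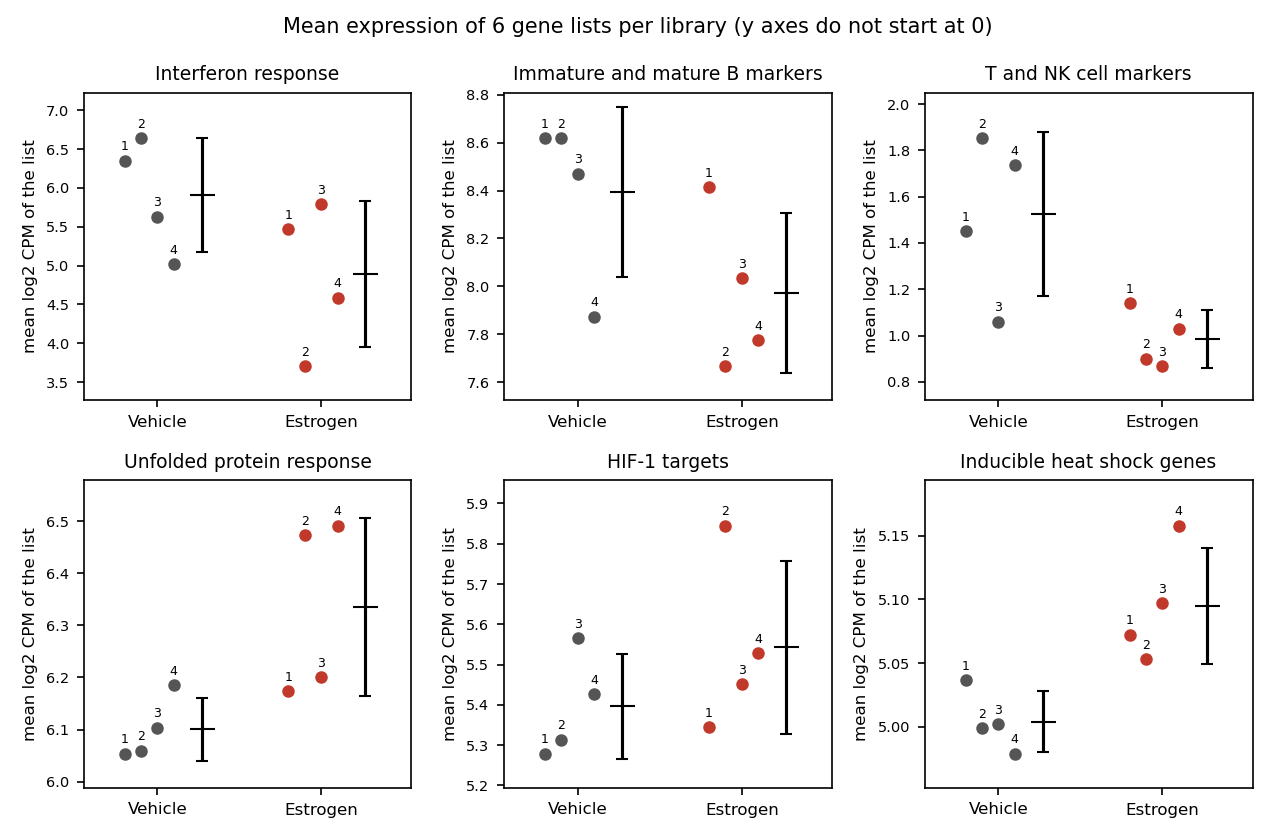
Mean log2 CPM of 6 gene lists in each library (y axes do not start at 0), with Vehicle in grey, Estrogen in red, replicate numbers beside the points, horizontal bars for group means and vertical bars for ± 1 SD (n = 4 each). The interferon response list averaged 5.91 in Vehicle and 4.89 in Estrogen with overlapping libraries, while the inducible heat shock genes, at 5.004 and 5.10, did not overlap.

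HIF-1 targets rose as a list, with 34 of 44 measured members higher in Estrogen and a median of 0.09 (camera adjusted p = 0.00507, and adjusted p = 0.639 with an estimated correlation). Among them the growth factor gene Vegfa was at 21.4 ± 10.9 and 41.6 ± 23.0 CPM and the collagen hydroxylase gene P4ha1 at 22.9 ± 3.10 and 29.3 ± 8.11 CPM. The call was lost without Vehicle 4 (adjusted p = 0.133) or Estrogen 2 (0.290). The median was 0.037 without Estrogen 2, 0.18 without Vehicle 3 and 0.15 with library totals in place of TMM, a scaling that moved the median of all genes from -0.0054 to 0.046. Monocyte and macrophage markers also rose (14 of 21 higher, median 0.44, adjusted p = 0.010, and adjusted p = 0.639 with an estimated correlation), with Cd68 at 122 ± 17.1 and 170 ± 42.2 CPM and the complement gene C1qa at 18.5 ± 6.11 and 33.7 ± 14.4 CPM, while Ly6c2 was at 398 ± 114 and 259 ± 47.2 CPM. This call was lost without Vehicle 1 (0.147), Vehicle 4 (0.236), Estrogen 2 (0.205) or Estrogen 3 (0.0762), with a median of 0.27 without Vehicle 1 and 0.16 without Estrogen 2. Proteasome and ubiquitin genes fell (31 of 33 lower, median -0.13, adjusted p = 0.000543, and adjusted p = 0.700 with an estimated correlation), for example Psmd14 at 74.5 ± 12.6 and 62.7 ± 10.3 CPM, and did not pass without Vehicle 1 (0.0960). Their median was -0.053 without Vehicle 1, -0.084 without Vehicle 3, -0.23 without Vehicle 4, -0.21 without Estrogen 1, -0.078 without Estrogen 2 and, with that same shift of all genes, -0.076 with library totals. With 1 surrogate variable the proteasome list turned in direction (median -0.0052, adjusted p = 0.805) and the monocyte list lost its call (median 0.12, adjusted p = 0.298).

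Genes chosen for known estrogen effects in B cells fell as a list (11 of 13 lower, median -0.29, camera adjusted p = 0.00507, and adjusted p = 0.469 with an estimated correlation). They include the costimulatory gene Cd86 (21.4 ± 8.42 and 13.3 ± 3.84 CPM), the inhibitory coreceptor gene Cd22 (508 ± 62.0 and 416 ± 51.5 CPM) and the BAFF receptor gene Tnfrsf13c (445 ± 108 and 317 ± 112 CPM), and their median was -0.18 without Vehicle 1. The 12 general B lineage genes were lower beside them (median -0.20), and the monocyte and macrophage markers higher (median 0.44). NF-kB response genes fell (14 of 19 lower, median -0.15, adjusted p = 0.0121, and adjusted p = 0.469 with an estimated correlation), with Tnfaip3 at 131 ± 9.90 and 115 ± 8.77 CPM, and lost the call without Vehicle 2 (0.0783). Their median was -0.088 without Vehicle 1, -0.095 without Estrogen 2, -0.097 with library totals, where the median of all genes moved from -0.0054 to 0.046, and -0.096 with 1 surrogate variable. Genes encoded by the mitochondrial genome fell (12 of 14 lower, median -0.14, adjusted p = 0.0363, and adjusted p = 0.639 with an estimated correlation). That call was lost without Vehicle 3 (0.267), Vehicle 4 (0.278), Estrogen 1 (0.211), Estrogen 2 (0.112) or Estrogen 3 (0.0898), and with sample weights (0.709). The median was -0.089 without Vehicle 3, -0.23 without Estrogen 4, -0.085 with library totals and their shift of all genes, and -0.070 with sample weights. Mitochondrial transcripts made up 1.74 ± 0.313% of counts in Vehicle and 1.80 ± 0.291% in Estrogen. The list member with the smallest p, mt-Co3, shares 99.9% of its windows with Gm28437, so its level and these shares are uncertain. In none of these 6 lists did a member pass, over all genes or adjusted over the list alone. Adjusted over all 32 lists, 10 passed camera with the preset correlation, 7 lower and 3 higher, and 0 passed with an estimated correlation or in fry. Taking either direction, fry's mixed test called the T and NK cell markers (adjusted p = 0.0410).

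The heat shock lists did not pass. In the HSP70 family 9 of 14 measured members were higher in Estrogen (median 0.05, camera adjusted p = 0.172), with Hspa13, an HSP70 of the endoplasmic reticulum, at 29.7 ± 4.79 and 42.0 ± 6.99 CPM. Without Estrogen 2 the HSP70 list passed (adjusted p = 0.0330, median 0.079), as it did with 1 surrogate variable (0.0478, median 0.011), and over all alternatives its adjusted p ran from 0.0330 to 0.491. HSP90 genes and co-chaperones were lower in 12 of 16 (median -0.04, adjusted p = 0.521), with Fkbp5, a glucocorticoid-induced co-chaperone, at 31.6 ± 1.76 and 39.1 ± 6.76 CPM. Of the inducible heat shock genes 8 of 19 were higher (adjusted p = 0.700). Their median was -0.04, while their mean was 0.10 and the direction of the test was upwards. The mean log2 CPM of this list was 5.004 ± 0.0239 in Vehicle and 5.10 ± 0.0456 in Estrogen with no overlap (exact permutation p = 0.0286, the smallest possible, and 0.610 after adjustment over 32 lists). Serpinh1 passed adjusted over the list alone (adjusted p = 0.0228), and the cochaperone gene Bag3 was at 2.13 ± 0.698 and 4.32 ± 1.70 CPM. HIF-1 regulation genes were lower in 9 of 15 (median -0.05, mean 0.05, adjusted p = 0.700).

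Other pathway lists did not pass camera either. HIF-1 bound genes raised after ovariectomy, which the study had chosen in other samples, were higher in 13 of 21 (median 0.22, adjusted p = 0.127), with Parvb at 11.9 ± 2.01 and 20 ± 7.13 CPM. This list passed with the replicate block (camera adjusted p = 0.0159). Estrogen response genes were higher in 10 of 19 (median 0.04, adjusted p = 0.448), with the progesterone receptor gene Pgr at 3.04 ± 1.85 and 7.39 ± 3.96 CPM and Igfbp4 at 6.44 ± 1.62 and 4.13 ± 0.956 CPM. Estrogen receptors and cofactors were higher in 10 of 12 (median 0.11, adjusted p = 0.0705), and passed without Vehicle 4 (0.0129, median 0.21) or Estrogen 2 (0.0450), with library totals (0.0492) and with a stricter filter (0.0420). Osteoclast regulating factors were lower in 9 of 15 (median -0.09, adjusted p = 0.153), and passed without Estrogen 2 (0.0330), with Wnt10b at 9.29 ± 3.16 and 5.6 ± 1.35 CPM. Immediate early genes were lower in 16 of 24 (median -0.07, adjusted p = 0.0741), with Junb at 130 ± 26.2 and 94.8 ± 23.9 CPM, and passed without Estrogen 4 (0.0395, median -0.12), with library totals (0.0492, median -0.022 where that of all genes was 0.046), with no filter (0.0470), with a stricter one (0.0452, median -0.13) and with 1 surrogate variable (0.0344). They also passed with the replicate block (camera adjusted p = 0.0229). Cell cycle genes were lower in 20 of 31 (median -0.04, adjusted p = 0.263) and passed without Estrogen 4 (0.000761, median -0.13) and with sample weights (0.00779, median -0.086). The p53 response and apoptosis list (12 of 20 higher, adjusted p = 0.851) and cholesterol synthesis (12 of 23 lower, adjusted p = 0.912, turning in direction with library totals) did not pass in any setting tried.

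Markers of other cells and stages gave the following. Dendritic cell markers were higher in 8 of 12 (median 0.12, adjusted p = 0.123), with the plasmacytoid gene Siglech at 655 ± 189 and 1033 ± 319 CPM, and passed without Estrogen 2 (0.0450, median 0.22) or Estrogen 3 (0.0103, median 0.27) and with a stricter filter (0.0452, median 0.25). The replicate block called them too (camera adjusted p = 0.0166, median 0.18). Megakaryocyte and platelet markers were higher in 10 of 11 (median 0.20, adjusted p = 0.152) and passed without Vehicle 2 (0.00520) or Estrogen 4 (7.85e-05), with a median of 0.39 in both cases. Neutrophil markers were higher in 13 of 21 (median 0.21, adjusted p = 0.851), with a test direction that turned when library totals replaced TMM, and passed as higher without Vehicle 3 (0.00399, median 0.62) or Estrogen 4 (0.0166, median 0.41) but as lower without Estrogen 2 (0.00567, median -0.040). Erythroid markers were higher in 6 of 10 (median 0.05, mean 0.10), although the test pointed down (adjusted p = 0.910), and passed as lower without Estrogen 4 (0.0166, median -0.41). Basophil, mast cell and eosinophil markers were evenly divided, 6 of 12 higher (median -0.048, adjusted p = 0.369), and passed as lower without Estrogen 2 (0.00992, median -0.22). Pro-B and pre-B markers were higher in 15 of 21 (median 0.07, adjusted p = 0.234), with Il2ra, which marks pre-B cells, at 126 ± 42.7 and 74.3 ± 22.2 CPM. Plasma cell markers were higher in 7 of 14 (median -0.03 and mean -0.04 with an upward test, adjusted p = 0.781), with Prdm1 at 7.73 ± 1.56 and 10.7 ± 1.48 CPM. Osteoclast markers were higher in 4 of 7 (adjusted p = 0.291), stromal and osteoblast markers in 4 of 6 (0.521) and endothelial markers in 6 of 8 (0.700). With the replicate block the stromal and osteoblast list passed (camera adjusted p = 0.0434, median 0.44). No member of the lists in this paragraph passed, over all genes or adjusted over the list alone.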

Values the study reported

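The study treated bone marrow B cells with 1 μmol·L−1 estrogen or vehicle for this experiment and described Hspa1a as higher with estrogen, marking genes with a fold change above 2 on its volcano plot. For B cells cultured under hypoxia it also reported Hspa1a messenger RNA rising with the estrogen dose, while Hif1a and the HSP90 genes were not induced. Hsf1 was reported as higher, and HIF-1α protein and hypoxia-related gene expression as lower, with estrogen. The study proposes that estrogen controls the stability of HIF-1α protein through HSP70. Counts of messenger RNA do not measure that stability. In a separate comparison of ovariectomized and sham-operated mice, the study gave 111 genes as upregulated and 2954 as bound by HIF-1α, with 22 genes in both sets.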

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

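Of the tests in this part, both on the Y-linked reads were chosen only after the result was seen. A value counted as standing apart when its gap to the nearest of its group of 4 exceeded Dixon's 95% limit. That happened in 9 of 260 groups of 4, where chance gives about 13, so single cases carry little weight.

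Vehicle 3 held 3540 reads of Ddx3y and Estrogen 3 held 20, while the other libraries of each group held 0. A male mouse as the source of Vehicle 3 is a candidate explanation: Xist there was at 0.315% of the median of the other 7 libraries, 2.39 against 759 CPM. Carry-over of Vehicle 3 reads as the source of the 34 Y-linked reads in Estrogen 3 stays open: a test of 1 common ratio over the 4 genes gave a simulated chi-square p of 0.0253, but it covers counting error only and rests on few reads that are not independent molecules. The labels give no sex, and a few male cells in Estrogen 3 or a mixed sample were not tested. If Vehicle 3 came from a male, sex is not balanced between the groups.

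In Vehicle 2, Hsf2 was at 9.23 CPM against 10.99 to 11.2 CPM in the other 3 Vehicle libraries, and Tnfrsf11b was at 0.0520 CPM (2 reads) against 0. In Vehicle 1, Bag3 was at 1.08 CPM against 2.45 to 2.52 CPM, and Tgm2 at 10.9 CPM against 23.6 to 23.9 CPM. In Vehicle 3, Ifng was at 5.01 CPM against 2.46 to 2.86 CPM, and Prdm1 at 5.40 CPM against 8.27 to 8.76 CPM. In Estrogen 2, Igfbp4 was at 5.56 CPM against 3.52 to 3.74 CPM in the other 3 Estrogen libraries.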

How the results depend on the processing

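The surrogate variable, the fits of 3 against 3 and the summed Hspa1 count were chosen after the data were seen. No gene passed an adjusted p of 0.05 under either other scaling, either other filter, limma-voom, non-robust shrinkage, any left-out library, 1 surrogate variable or any of 16 fits of 3 against 3 (smallest adjusted p 0.0668). DESeq2 and limma-voom with sample weights each called 1 gene lower, Cd8b1. The replicate block called 1 higher, Tgm2 (log2 difference 1.10, adjusted p = 0.0297, range over 18 settings 0.0297 to 1.00), with 2175 genes at an unadjusted p under 0.05 and 14 lists, the 10 plus HIF-1 bound genes raised after ovariectomy (adjusted p = 0.0159), dendritic cell markers (0.0166), immediate early genes (0.0229) and stromal and osteoblast markers (0.0434). Whether the numbers pair the libraries is not settled by the labels. Vehicle 3 held 3540 reads of Ddx3y and Estrogen 3 held 20, with Xist at 2.39 and 759 CPM. These values argue against a shared source of cells for number 3, so the block cannot stand for the same mouse or cell pool there. A pairing by a shared handling step stays open. Deviations of same-numbered libraries correlated at 0.674, -0.13, 0.080 and 0.554 for numbers 1 to 4. Numbers 1 and 4 were best matches in both directions, and numbers 2 and 3 in neither. Lists called fell from 10 to 0 with an estimated correlation and 0 in fry. They numbered 8 to 15 with a library left out. Hspa1a ran from 0.46 to 1.01 with a library left out and was not in the fit with the stricter filter. Of 1595 comparisons of named genes 1585 kept direction and side of the threshold, 3 gained a call and 7 turned. Of 544 for lists, 440 kept both, 35 lost a call, 27 gained one and 42 turned.

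Where the direction turned, the cause was not tested. For lists the direction is camera's, and the median is given. Library totals moved the median of all genes from -0.0054 to 0.046, and with them the median was 0.28 for neutrophil markers and 0.048 for cholesterol synthesis, so a shift of that size is common to all genes. Without a filter it was -0.077 for plasma cell, 0.13 for neutrophil and -0.067 for stromal and osteoblast markers. With the stricter filter, which tests fewer genes, it was 0.14 for erythroid markers and 0.0060 for cholesterol synthesis. With sample weights Hif1a was at -0.0075, Egln2 at 0.022 and the inducible heat shock genes at -0.054. With the replicate block, plasma cell markers were at -0.0076, neutrophil at 0.20 and p53 response at 0.033. With 1 surrogate variable, Hsf1 was at -0.0066, HSP90 at 0.00052, HIF-1 regulation at 0.012, neutrophil at 0.045, proteasome at -0.0052 and cholesterol synthesis at 0.0094.

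With each library left out in turn, results that turned ranged as follows: Hspa1b -0.013 to 0.35, Egln2 -0.11 to 0.020, Esr1 -0.013 to 0.22, inducible heat shock genes -0.044 to -0.0010, HIF-1 regulation -0.079 to 0.022, pro-B and pre-B -0.012 to 0.15, plasma cell -0.089 to 0.072, neutrophil -0.040 to 0.62, erythroid -0.41 to 0.26, megakaryocyte -0.19 to 0.39, basophil -0.23 to 0.17, stromal 0.10 to 0.54, endothelial 0.032 to 0.30, cell cycle -0.13 to 0.034, p53 response -0.0092 to 0.081 and cholesterol synthesis -0.067 to 0.051.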

Other observations

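Of the tests in this part, those on the interferon list, on the summed Hspa1a and Hspa1b reads, on the exchanged labels and on the relation of interferon to macrophage genes were chosen only after the result was seen. Genes of the B lineage as a whole, a list of 12 also written afterwards, were abundant and had a lower mean in Estrogen. The receptor gene Cd79a was at 2504 CPM in Vehicle and 1847 CPM in Estrogen (log2 difference -0.44 ± 0.30) and the transcription factor gene Ebf1 at 435 and 415 CPM (-0.07 ± 0.13). Neither passed the edgeR test.

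The interferon list had a median log2 difference of -1.01. A dilution by other cells that lowers all B cell RNA alike does not account for that alone, since the B lineage list had a median of -0.20 with a quartile spread of 0.155. The B lineage list cannot show a loss of only some of the cells, so other shifts in cell composition stay open. With 1 library left out, the difference in list mean came nearest to 0 without Estrogen 2, at -0.63 ± 0.51 (SE) against -1.02 over all libraries, so a large part of it may rest on that library, and the spread leaves this open. Estrogen as the cause stays open: the exact permutation p of 0.143 for 4 against 4 does not separate treatment from the spread between libraries, which ran from 5.02 to 6.64 in Vehicle and from 3.70 to 5.79 in Estrogen.

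Reads shared with Hspa1b may lower the count of Hspa1a, since 58.8% of its windows occur there. Hspa1b shares 62.3% of its own windows with Hspa1a and was nevertheless counted higher. Shared sequence alone therefore does not explain why Hspa1a is the lower of the 2 genes. A change of the summed reads by 2-fold is excluded by the interval of the sum, whose upper bound is 0.78 log2 units (edgeR unadjusted p = 0.552). Smaller changes of the sum stay open. Hspa1b held most of the summed reads, at 2.49 CPM against 0.229 CPM for Hspa1a in Vehicle. The sum therefore cannot exclude a 2-fold rise of Hspa1a alone, which lies inside the interval of Hspa1a, -0.25 to 1.81. A change of Hspa1a with the opposite change of Hspa1b stays open too, and how the counter treated shared reads is not given in the sources used here.

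All 35 splits of the 8 libraries into 4 and 4 were fitted. For genes past the adjusted threshold the real value was 0, which each of the 35 splits reaches, so this count tests nothing, and the highest other was 4635. For genes at an unadjusted p under 0.05, 12 of 35 gave as many as the real 535, with a highest other of 6716. For lists called, 7 of 35 gave as many as the real 10, with a highest other of 14. For single lists the number of splits with a camera p as small was 4 for interferon response (real 3.06e-18, smallest other 8.62e-31), 3 for immature and mature B markers (1.61e-12, 7.36e-18), 2 for T and NK cell markers (9.66e-10, 5.74e-11), 2 for the unfolded protein response (9.69e-07, 4.81e-10), 2 for estrogen effects in B cells (0.00111, 0.000101) and 2 for the NF-kB response (0.00339, 0.00302). It was 16 for proteasome and ubiquitin (8.48e-05, 1.23e-12), 14 for HIF-1 targets (0.000973, 2.06e-10), 12 for monocyte and macrophage markers (0.00250, 1.12e-15) and 14 for mitochondrially encoded genes (0.0113, 1.05e-21). Chance is not excluded for the 535 genes, for the number of lists called or for any of these 10 lists.

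A single split had any calls, the one with Vehicle 4 and Estrogen 1 exchanged, and its 4635 genes point to a structure of the samples other than the labels. It goes along the first principal component, which held 51.1% of variance and did not separate the groups (exact permutation p = 0.257), with Vehicle 4 at 29.6 beside Estrogen 2 and 4 at 45.1 and 42.8, and Estrogen 1 at -31.6 beside Vehicle 1 at -52.9. An exchange of these 2 labels could produce it. Of the 34 other splits, 16 (47.1%) lie 1 exchange from the labels, a share that the 4 against 4 design fixes. Closeness to the labels therefore cannot decide for or against an exchange. An exchange cannot be told apart from a difference in cell state or handling. No genes of that split are reported.

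A hypothesis that the interferon list falls as macrophage markers rise could not be decided: over the 8 libraries Pearson's r was -0.562 (exact permutation p = 0.148) and Spearman's rho -0.548 (exact permutation p = 0.171), and without Estrogen 2 and Vehicle 2 r was -0.520 (exact permutation p = 0.300). It was the only relation computed, and 8 libraries leave it open.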
